A study of Saccharomyces cerevisiae with 24 samples.

How the data were processed

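Poly(A)-selected, strand-specific, paired-end RNA sequencing libraries were prepared from 24 cultures of diploid budding yeast in sporulation medium, a starvation medium in which cells enter meiosis. Per the labels, every culture received 50 µM copper sulfate 3 h after transfer to this medium; how long after that the cells were collected is not stated there. The 8 groups hold 3 libraries each. They are the wild type (WT), the PHO92 deletion (pho92Δ), and 6 strains in which an HA-tagged PHO92 under the copper-inducible CUP1 promoter was the only copy. In these 6 strains the encoded protein was wild-type Pho92 (CUP1-PHO92), Pho92 lacking residues 35 to 42 (Δ35–42), or Pho92 with L35A, L38P, I39A or W177A. Pho92 is a YTH-domain protein that binds N6-methyladenosine (m6A) in mRNA. Groups and replicate numbers were read from the sample titles.

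The deposited table holds raw counts per annotated feature, without normalization by the authors; the aligner, counting program, strand setting, genome build and annotation behind them are not stated. All values were whole numbers of at least 0. Column sums ran from 16108079 to 36733806 counts. The table has 6157 features, of which 43 carry the name Unit and a number. Of all features, 5620 matched a locus tag of the RefSeq assembly R64, which was used for gene names, gene sequences and neighbours only; no coordinates are given because the build of the table is not stated. Header lines of the table give a sequencing batch: B for replicate 2 of L38P and replicate 1 of W177A, and A for the other 22 libraries. They give the W177A libraries the same strain number (10829) as the CUP1-PHO92 libraries and a group name containing the word delete. The genotype label of the I39A libraries reads L39A; in R64, residue 39 of Pho92 is I, and residues 35, 38, 42 and 177 are L, L, L and W in a protein of 306 residues. The groups follow the titles.

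Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were scaled with TMM factors. Features with low counts were removed with filterByExpr at its defaults, which left 5698 features tested and 459 removed. One quasi-likelihood negative binomial model with a mean per group was fitted to all 24 libraries (edgeR glmQLFit, 16 residual degrees of freedom), and 17 comparisons were tested with glmQLFTest. P-values were adjusted by Benjamini-Hochberg over the features tested in each comparison, and the threshold was an adjusted p of 0.05 with no minimum fold change. Abundances are given as CPM, counts divided by the TMM-scaled library size; log2 CPM used a prior count of 2. Errors are SD over 3 libraries or the standard error (SE) of a log2 fold change. At the depths of these libraries, 3 counts correspond to between 0.0817 and 0.186 CPM, taken here as the floor. These floors cover counting error only, because reads without molecular identifiers are not independent molecules.

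A set of derepressed genes was formed from the genes higher in pho92Δ than in WT at an adjusted p under 0.05, PHO92 left out (466 genes). Its mean log2 fold change was computed in the other 16 comparisons. It was tested with the rotation test fry (two-sided, edgeR), adjusted over the 16 comparisons, and with an exact two-sided permutation test of per-library scores, which for 3 against 3 libraries cannot give a p under 0.1. Comparisons that include pho92Δ or WT share libraries with the choice of the set. Their sizes are therefore biased and are given as descriptions only; comparisons among the 6 CUP1 strains share none. The same rotation test was applied to 5 lists of genes (early meiotic, middle meiotic, m6A writer and meiotic entry, CCR4-NOT deadenylase, copper response) in all 17 comparisons, adjusted over the 85 tests. The model, comparisons, gene lists, rule for naming genes and all alternatives but the following were chosen before the data were examined. A model with a covariate for the leading axis of variation within groups (35.7% of the within-group variance) was added after that variation had been seen. The block, RLE and no-filter alternatives choose the derepressed set again (625, 471 and 552 genes); versions of them that keep the 466 genes were added after the others had been seen.

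Genes are named by rule. PHO92 and TRP1, the marker at the integration site, are always given. For the comparisons among WT, pho92Δ and CUP1-PHO92, the 4 genes with the largest absolute log2 fold change were named among those with an adjusted p under 0.05, a mean of at least 10 CPM, and all 3 libraries of one group above the 3 of the other. For each mutant against CUP1-PHO92 the first 2 by this rule were named, and for each of the other comparisons the first 1. Auxotrophic and resistance marker genes of the strains were not eligible. The gene this rule gives for I39A against Δ35–42 is not reported here.

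Alternatives were RLE scaling, no filter on low counts, the replicate number as an additive block, a fit of only the 6 libraries compared, DESeq2, a minimum absolute log2 fold change of 1, other definitions of the derepressed set, plain CPM, leaving out each library in turn, and the within-group covariate. The pairing behind the replicate block comes from the R number in the sample titles; no label says what the replicates of one number shared. RLE instead of TMM moved the median log2 fold change of a comparison by at most 0.0339 in absolute size. The methods were tested on data simulated from these counts with 200 changed genes. The model recovered 87.5% of them with 11 false calls among 5670 genes tested, and made 0 calls in a comparison without changes. The rotation test found a set of 100 raised genes (mean shift 1.01 on the log2 scale, p 1.07e-24 in the simulated data). In the simulated comparison without changes the same set gave a shift of 0.05 with a p of 0.00014, which was a false positive. Of 100 random sets, 3% had a p under 0.05. In 40 further simulated data sets, 3 of 80 tests without a true shift had a p under 0.05, the smallest being 0.0258. The simulated genes varied independently, without the within-group axis, replicate or batch effects. Error rates for genes that vary together, as in the real data, were thus not tested.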

Results

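The series measured polyadenylated transcripts in meiotic yeast cultures that lacked PHO92, carried the wild-type gene, or expressed wild-type or mutant Pho92 from a copper-inducible promoter. Each of the 8 groups had 3 libraries. Total counts per library were 20146355 to 24740144 in WT and 18825170 to 26144192 in pho92Δ. They were 16108079 to 20459732 in CUP1-PHO92, 22433526 to 23473632 in Δ35–42 and 19899096 to 24707874 in L35A. The ranges were 21009021 to 25710208 counts in L38P, 18723023 to 21756483 in I39A and 20515894 to 36733806 in W177A. The 10 most abundant genes took between 9.19% and 11.6% of the counts of a library. ACS1 was the most abundant gene in every library except replicate 2 of WT, where ADY2 was.

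PHO92 (YDR374C), the targeted gene, had 858.65 ± 61.1 CPM in WT (SD, n = 3). In pho92Δ it had 0.279 ± 0.411 CPM (SD, n = 3), from 1, 14 and 1 counts, so replicates 1 and 3 were under the floor of 3 counts. The log2 fold change of pho92Δ against WT was -11.75 (SE 0.466, adjusted p 8.41e-13). In CUP1-PHO92 the transcript reached 12686 ± 3342 CPM (SD, n = 3), a log2 fold change of 3.89 against WT (SE 0.299, adjusted p 2.1e-07). The 5 mutants had means of 9280 ± 2585 CPM (Δ35–42), 10702 ± 891 CPM (L35A), 11618 ± 853 CPM (L38P), 11685 ± 1052 CPM (I39A) and 9159 ± 788 CPM (W177A; SD, n = 3 each). None of the 5 differed from CUP1-PHO92 in PHO92 at this threshold (adjusted p 0.192 to 0.901). TRP1 (YDR007W) had 18.2 ± 2.12 CPM in WT, 21.7 ± 2.19 CPM in pho92Δ and 7.56 ± 1.74 CPM in CUP1-PHO92 (SD, n = 3). Its log2 fold change for CUP1-PHO92 against WT was -1.27 (SE 0.208, adjusted p 0.00125). Within the CUP1 strains, TRP1 ranged from that value to 26.6 ± 3.94 CPM in L38P (SD, n = 3). Relative to CUP1-PHO92 it was higher on the log2 scale by 1.817 in L38P (adjusted p 9.46e-06) and 1.657 in W177A (adjusted p 1.34e-05). The difference was 1.105 in L35A (adjusted p 0.00125). In Δ35–42 (0.5495) and I39A (0.2244) it was not past the threshold. The marker at the integration site thus differed between some of the CUP1 strains.

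**Figure D1:**
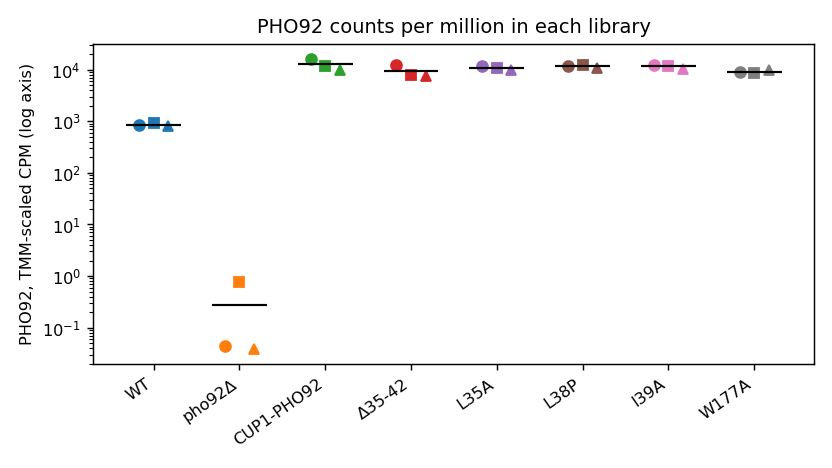
PHO92 in CPM (TMM-scaled, log axis) in each of the 24 libraries, with 3 points and a mean line per group. All libraries of the CUP1 strains lie above the 3 of WT, and the 3 of pho92Δ lie lowest, at a mean of 0.279 CPM.

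The first principal component of log2 CPM held 50.8% of the variance and the second 15.3%. On the first, L38P had the highest mean (37.3 ± 10.8, SD, n = 3) and L35A the lowest (-21.6 ± 13.2, SD, n = 3). WT had a mean of -15.6 ± 15.6 (SD, n = 3), a spread larger than the distance of its mean from those of CUP1-PHO92, I39A and L35A. Over all genes, deviations from the group mean correlated at r = 0.174 on average for the 84 pairs of libraries with the same replicate number in different groups. For the 168 pairs with different numbers the average was -0.0885. Deviations from a group mean cancel within the group, so the second average follows largely from the first. By comparison, the same-number average was -0.0469, -0.299 and -0.114 for L38P against CUP1-PHO92, pho92Δ and Δ35–42. It was -0.0345 for CUP1-PHO92 against pho92Δ and positive in the other comparisons. All are correlations across genes, which are not independent replicates. Each comparison is therefore also given with the replicate number as a block. The batch B libraries, replicate 2 of L38P and replicate 1 of W177A, each stood alone in their group, so no comparison could be repeated within batch B.

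**Figure D2:**
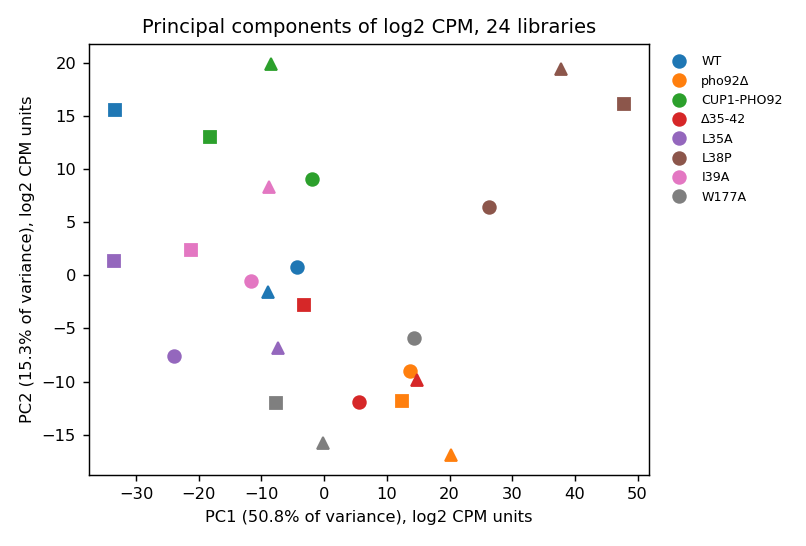
The first and second principal components of log2 CPM (50.8% and 15.3% of the variance) for the 24 libraries, coloured by group, with the marker shape giving the replicate number. The 3 L38P libraries have the highest scores on the first component, and replicate 2 of WT lies apart from replicates 1 and 3.

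The comparison of pho92Δ with WT addressed which transcripts change when the m6A reader is absent. At an adjusted p under 0.05, 466 genes were higher and 540 lower, 1006 of 5698 tested. With the replicate block the count was 1261, of which 1005 were among the 1006. The alternative that moved the count most was a minimum absolute log2 fold change of 1, which left 192 genes. With the covariate for the within-group axis, chosen after seeing the data, 206 genes passed (162 higher, 44 lower), 156 of them shared. The fit of the 6 libraries alone gave 424 (305 higher, 119 lower), so the balance of higher and lower genes was not kept. More genes were lower than higher with the block (625 higher, 636 lower), RLE (471 and 554) and DESeq2 (561 and 644). Leaving out WT replicate 2 left 213 genes. The 4 genes named by the rule all fell. SPR2 (YOR214C) went from 380.5 ± 421 CPM in WT to 17.03 ± 6.64 CPM (SD, n = 3), with a log2 fold change of -4.49 (SE 0.992, adjusted p 0.00565). YPR078C had a log2 fold change of -4.33 (SE 0.932, adjusted p 0.00495), SMA2 (YML066C) of -4.15 (SE 0.895, adjusted p 0.00495) and HXT10 (YFL011W) of -4.03 (SE 0.984, adjusted p 0.00921). The SD of SPR2, YPR078C and SMA2 in WT exceeded the mean, and all 4 genes missed the threshold with the covariate. Each of the 4 also missed it in at least 1 of the 6 fits that left out a library.

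Comparing CUP1-PHO92 with pho92Δ asked whether induced Pho92 reverses the changes of the deletion. There were 959 genes higher and 1013 lower, 1972 in all; the replicate block gave 2293. The same 4 genes led the list in the opposite direction. Both comparisons use the same pho92Δ libraries, so this is not independent evidence of a reversal. HXT10 rose by 3.99 on the log2 scale (SE 0.983, adjusted p 0.00444) and SPR2 by 3.38 (SE 0.947, adjusted p 0.0106). SMA2 rose by 3.10 (SE 0.871, adjusted p 0.0107) and YPR078C by 3.04 (SE 0.885, adjusted p 0.0128). All 4 missed the threshold with the within-group covariate. Against WT, CUP1-PHO92 had 224 genes higher and 171 lower, 395 in all; the block gave 617 and the fit of the 6 libraries alone gave 11. FAT3 (YKL187C) had a log2 fold change of -1.80 (SE 0.450, adjusted p 0.0195), ALD6 (YPL061W) of 1.37 (SE 0.294, adjusted p 0.00751), ARG56 (YER069W) of -1.34 (SE 0.277, adjusted p 0.00568) and ARO5 (YGL117W) of -1.23 (SE 0.251, adjusted p 0.00531). FAT3 missed the threshold in 4 of the 6 fits that left out a library and ALD6 in 1.

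The comparisons of the 5 mutants with CUP1-PHO92 asked which substitutions alter the transcriptome relative to the wild-type protein expressed from the same promoter. These data hold no protein levels, so a lower amount of a mutant protein cannot be told apart from a loss of its function. L38P differed in 2507 genes (1316 higher, 1191 lower), W177A in 1587 (847 higher, 740 lower), L35A in 1290 (642 higher, 648 lower) and Δ35–42 in 1245 (677 higher, 568 lower). With the block these counts were 2853, 1922, 1616 and 1663. I39A differed in 3 genes, all higher, and in 6 with the block; 741 genes had an unadjusted p under 0.05. Of the 3, TPO1 (YLL028W) rose from 25.82 ± 2.06 to 55.69 ± 6.09 CPM (SD, n = 3), a log2 fold change of 1.11 (SE 0.144, adjusted p 0.000621). YPS6 (YIR039C) rose from 62.17 ± 3.36 to 124.3 ± 2.72 CPM (SD, n = 3), a log2 fold change of 1.00 (SE 0.113, adjusted p 0.00014); 14.5% of its sequence is repeated elsewhere in the genome at a length of 31 bases. TCB1 (YOR086C), outside the rule and named after its values were seen, rose by 0.48 (SE 0.0858, adjusted p 0.0323).

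The genes named in the other 4 mutants changed as follows. In Δ35–42, HXT10 fell by 2.91 on the log2 scale (SE 0.910, adjusted p 0.0279) and YOL024W fell by 1.93 (SE 0.614, adjusted p 0.0307); each missed the threshold in 4 of the 6 fits that left out a library. In L35A, the ribosomal protein genes RPL30 (YGL030W) and RPS3 (YNL178W) fell by 1.42 (SE 0.359, adjusted p 0.00831) and 1.39 (SE 0.265, adjusted p 0.00138). In L38P, SPR2 fell by 5.01 (SE 1.04, adjusted p 0.00077) and YPR078C fell by 4.89 (SE 0.984, adjusted p 0.000606). In W177A, FAT3 rose by 2.08 (SE 0.454, adjusted p 0.00254) and TIP1 (YBR067C) by 1.83 (SE 0.230, adjusted p 1.38e-05).

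**Figure D3:**
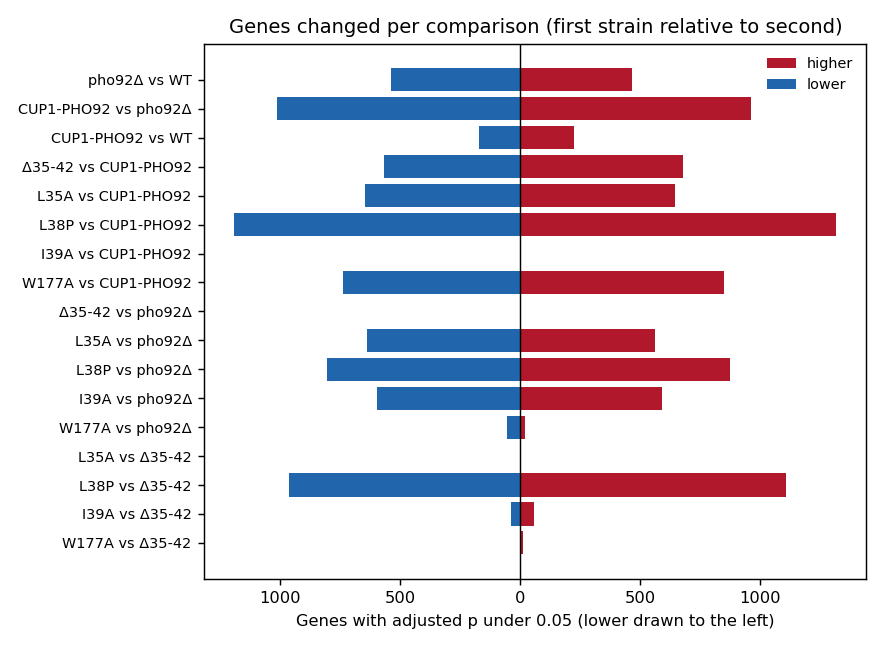
Number of genes with an adjusted p under 0.05 in each of the 17 comparisons, higher to the right and lower to the left. Against CUP1-PHO92 the counts run from 3 genes in I39A to 2507 in L38P.

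The comparisons with pho92Δ asked how far each mutant differed from having no Pho92. Δ35–42 differed in 6 genes (3 higher, 3 lower; 584 at an unadjusted p under 0.05) and W177A in 77 (20 higher, 57 lower). I39A differed in 1187 (590 higher, 597 lower), L35A in 1199 (562 higher, 637 lower) and L38P in 1677 (871 higher, 806 lower). In the same order the block gave 39, 158, 1604, 1562 and 2013. Besides PHO92, the genes called in Δ35–42 were PST1 and, outside the rule and named after their values were seen, DEP1, YDR008C, ABP1 and VPS73. By its systematic name YDR008C neighbours TRP1 (YDR007W), the marker at the integration site, so an effect of the construct on it is not excluded. PST1 (YDR055W), named by the rule, had 452.8 ± 10.6 CPM against 765.4 ± 106 CPM (SD, n = 3), a log2 fold change of -0.76 (SE 0.121, adjusted p 0.00625); it missed the threshold in 3 of the 6 fits that left out a library. In L35A, SPR2 rose by 4.29 (SE 0.983, adjusted p 0.00646), and in I39A HXT10 rose by 3.80 (SE 0.979, adjusted p 0.0116); both missed the threshold with the within-group covariate. In L38P, JLP1 (YLL057C) rose by 3.11 (SE 0.344, adjusted p 9.32e-06). In W177A, RPL22A (YLR061W) fell by 1.25 (SE 0.218, adjusted p 0.0132), and missed the threshold in 3 of the 6 fits that left out a library. With the within-group covariate the count for L35A was 56, of which 39 were shared, and that for I39A was 407, of which 309 were shared.

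The comparisons with Δ35–42 asked whether each substitution differed from removing the whole segment. L35A differed in 3 genes, all lower (1017 at an unadjusted p under 0.05), W177A in 14 (11 higher, 3 lower), I39A in 98 (58 higher, 40 lower) and L38P in 2069 (1107 higher, 962 lower). With the block the counts were 386, 25, 264 and 2379. In L35A the block gave 233 higher and 153 lower genes, and DESeq2 gave 190 higher and 176 lower. All calls in L35A were lower with RLE scaling (3 genes) and with the within-group covariate (5 genes). The 3 genes themselves were called lower in each of these fits. The genes higher in L35A were among the further calls of the block and DESeq2. For I39A the share of called genes that were higher was 59.2% with TMM and 41.1% with RLE scaling. The 3 genes in L35A were COS12 and, outside the rule and named after their values were seen, YPS6 and YGL262W. COS12 (YGL263W), named by the rule, had 4.978 ± 2.19 CPM against 17.8 ± 0.565 CPM in Δ35–42 (SD, n = 3), a log2 fold change of -1.85 (SE 0.224, adjusted p 0.000222). In W177A it was also lower, by a log2 fold change of -1.60 (SE 0.220, adjusted p 0.000681). In L38P, JLP1 rose by 3.27 (SE 0.346, adjusted p 6.05e-06).

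The 466 genes higher in pho92Δ than in WT served as a set to ask how much of the rise seen in the deletion each mutant showed. Against CUP1-PHO92, which shares no library with the choice of the set, the mean log2 shift of the set was 0.58 in L38P (adjusted p 1.96e-07, fry), 0.55 in W177A (adjusted p 1.12e-07) and 0.45 in Δ35–42 (adjusted p 1.04e-06). It was 0.23 in L35A (adjusted p 0.000433) and 0.15 in I39A (adjusted p 0.0117). With the block and the same 466 genes, an alternative added after seeing the data, the shifts in the same order were 0.582, 0.550, 0.445, 0.231 and 0.154. The planned block alternative also chose the set again (625 genes) and gave 0.600, 0.469, 0.393, 0.168 and 0.123. All were past the threshold. The alternative that moved the shift in L38P most was a set limited to the 35 genes with a log2 fold change of at least 1, which gave 1.11. The order of the largest shifts was not kept. The set of the 100 genes with the smallest p gave 0.833 in W177A, 0.588 in Δ35–42 and 0.587 in L38P, and the within-group covariate gave 0.466 in W177A, 0.361 in L38P and 0.354 in Δ35–42. The share of the 466 genes that were higher than in CUP1-PHO92 was 93.8% in L38P, 93.3% in W177A, 93.3% in Δ35–42, 77.7% in L35A and 79.4% in I39A. In each of these 5 comparisons the 3 scores of the mutant were all above the 3 of CUP1-PHO92, and the exact permutation p was 0.1, the smallest that 3 against 3 libraries allow. Against Δ35–42, the shift was -0.22 in L35A (adjusted p 0.00427) and -0.29 in I39A (adjusted p 0.000156), with block values of -0.214 and -0.291 for the same genes. It was 0.13 in L38P (adjusted p 0.193) and 0.10 in W177A (adjusted p 0.0566). For L38P the block value was 0.137 with the same genes, not past the threshold, and 0.207 with the 625 genes, past it. For W177A these were 0.104, past the threshold, and 0.0761, not past it. W177A also passed it with RLE scaling (0.0940, and 0.0935 with the set kept), with the set of 100 genes (0.246) and with the within-group covariate (0.112). In L38P that set of 100 genes gave -0.000591, the opposite direction. With the within-group covariate the shift in L38P fell to 0.00723, not past the threshold.

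Set shifts in comparisons that include pho92Δ or WT are descriptions, because these libraries chose the set. CUP1-PHO92 had a shift of -0.62 against pho92Δ and of -0.02 against WT. With the block these were -0.624 and -0.0167 for the same genes, and -0.575 and -0.00802 for the 625 genes. Against pho92Δ the shifts were -0.47 in I39A, -0.39 in L35A, -0.17 in Δ35–42, -0.07 in W177A and -0.04 in L38P. In the same order the block gave -0.470, -0.393, -0.179, -0.0744 and -0.0419 for the same genes. For the 625 genes it gave -0.452, -0.407, -0.182, -0.106 and 0.0251, so the change of direction in L38P came with the other set of genes. A set of the 100 genes with the smallest p gave -0.207 in L38P and 0.0388 in W177A against pho92Δ, and 0.00812 in CUP1-PHO92 against WT. A minimum log2 fold change of 1 for the set gave 0.0591 in the latter. Scores of the set per group, centred on the mean of all 24 libraries, were 0.300 ± 0.012 in pho92Δ, 0.250 ± 0.029 in L38P and 0.222 ± 0.057 in W177A (SD, n = 3). They were 0.122 ± 0.052 in Δ35–42, -0.092 ± 0.087 in L35A and -0.169 ± 0.022 in I39A (SD, n = 3). WT had -0.309 ± 0.144 and CUP1-PHO92 had -0.323 ± 0.081 (SD, n = 3). The 539 genes lower in pho92Δ than in WT, PHO92 left out, were scored in the same way. Their scores were 0.465 ± 0.469 in WT, 0.330 ± 0.229 in CUP1-PHO92 and -0.440 ± 0.096 in pho92Δ (SD, n = 3). They were 0.434 ± 0.342 in L35A and 0.308 ± 0.12 in I39A. W177A had -0.206 ± 0.225, Δ35–42 had -0.275 ± 0.2 and L38P had -0.616 ± 0.166 (SD, n = 3). Relative to CUP1-PHO92, L35A and I39A thus showed no clear fall of these genes.

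**Figure D4:**
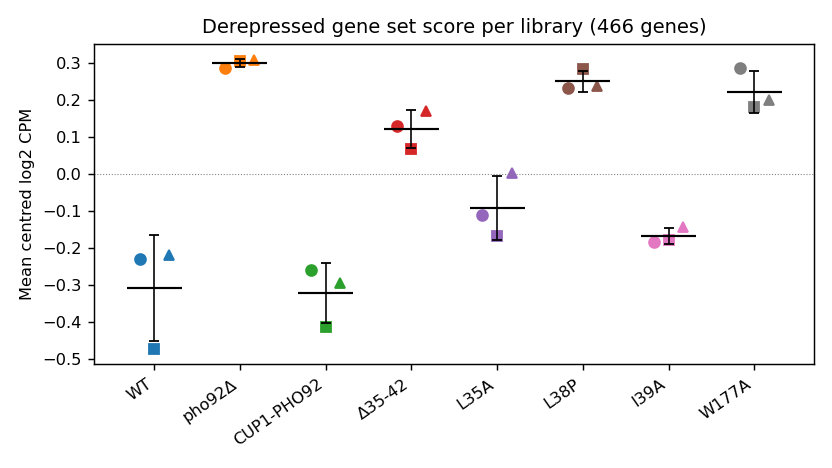
Score of the 466-gene derepressed set (mean log2 CPM of the genes, centred over the 24 libraries) in each library, with the mean and SD of 3 libraries per group. Scores run from WT and CUP1-PHO92 at the bottom through I39A, L35A and Δ35–42 to W177A, L38P and pho92Δ at the top.

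Across 5697 genes, log2 fold changes of each mutant against CUP1-PHO92 were compared with those of pho92Δ against WT, a pair of comparisons with no library in common. Pearson's r across genes was 0.756 for L38P, 0.711 for Δ35–42, 0.604 for W177A, 0.083 for I39A and -0.153 for L35A; genes are not independent replicates, and no p is given. Spearman's rho was 0.684, 0.618, 0.564, 0.196 and 0.0723 in the same order, so the sign for L35A depended on the measure. With the within-group covariate in both fits, r was 0.421, 0.588, 0.472, 0.275 and 0.183 in the same order, so the r for L35A changed sign. The share of the 1005 genes called in pho92Δ, PHO92 left out, that changed in the same direction was 95.8% in Δ35–42, 95.3% in W177A, 95.2% in L38P, 70.9% in I39A and 61.3% in L35A. Called genes were also compared with the 1971 genes that differed between pho92Δ and CUP1-PHO92 other than PHO92; this overlap shares the CUP1-PHO92 libraries and is a description. Of the 1245 genes called in Δ35–42, 1075 were among them with the same direction and 0 with the opposite one. For W177A it was 1191 of 1587 (0 opposite), for L35A 757 of 1290 (4 opposite) and for L38P 1156 of 2507 (29 opposite).

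The lists of meiotic and other genes asked whether the strains differed in meiotic stage. Of 85 tests, 22 had an adjusted p under 0.05 and 31 an unadjusted p under 0.05; with the block, 24 passed. In L38P the early meiotic list (18 genes) was lower than in CUP1-PHO92 by a mean log2 shift of -0.998 (adjusted p 1.11e-05), with 0 of 18 genes higher; the RLE value was -1.015 and the block value -1.001. The list was also lower in L38P than in pho92Δ and than in Δ35–42, with a shift of -0.85 in both (adjusted p 3.46e-05 in both). The m6A writer and entry list (8 genes) had shifts in L38P of -0.49 against CUP1-PHO92 (adjusted p 5.06e-05), -0.55 against pho92Δ (adjusted p 4.92e-05) and -0.50 against Δ35–42 (adjusted p 8.14e-05). This list includes RME1, a repressor of meiotic entry, so its mean does not measure entry alone. The middle meiotic list (16 genes) had a shift of -2.38 in L38P against CUP1-PHO92 (adjusted p 0.00915). It was -1.17 in L38P against Δ35–42 (adjusted p 0.167) and -0.79 against pho92Δ (adjusted p 0.324), both not past the threshold. In pho92Δ against WT the list had a shift of -2.37 (adjusted p 0.0254). The middle list was higher in L35A than in pho92Δ by 2.32 (adjusted p 0.0135) and than in Δ35–42 by 1.94 (adjusted p 0.0271), and higher in I39A than in pho92Δ by 1.70 (adjusted p 0.0442). For CUP1-PHO92 against pho92Δ its shift was 1.58 (adjusted p 0.0699) in the main analysis and 1.529 (adjusted p 0.0318) with the block, and for I39A against Δ35–42 it was 1.32 (adjusted p 0.0943) and 1.369 (adjusted p 0.0458). These 2 passed the threshold only with the block. The copper response list (7 genes tested) was higher in CUP1-PHO92 than in pho92Δ by 0.46 (adjusted p 0.000266) and than in WT by 0.32 (adjusted p 0.0031). It joins CUP1-1, CRS5, SOD1 and CUP2 with the metal uptake genes CTR1, FRE1 and FRE7. These genes need not move together with copper, so the mean shift does not measure the strength of a copper response. Relative to CUP1-PHO92 this list had shifts of -0.29 in Δ35–42, -0.28 in L35A and -0.28 in W177A (adjusted p 0.00915 in each). Relative to pho92Δ it was higher in L38P by 0.37 (adjusted p 0.00265) and in I39A by 0.37 (adjusted p 0.00217). The CCR4-NOT list (9 genes) was higher than in pho92Δ in CUP1-PHO92 by 0.17 (adjusted p 0.0146), in Δ35–42 by 0.15 (adjusted p 0.0418), in L35A by 0.22 (adjusted p 0.00639) and in I39A by 0.23 (adjusted p 0.00629). The exact permutation p of the scores was 0.1 in each of the 22 tests past the threshold, the smallest possible with 3 against 3 libraries.

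**Figure D5:**
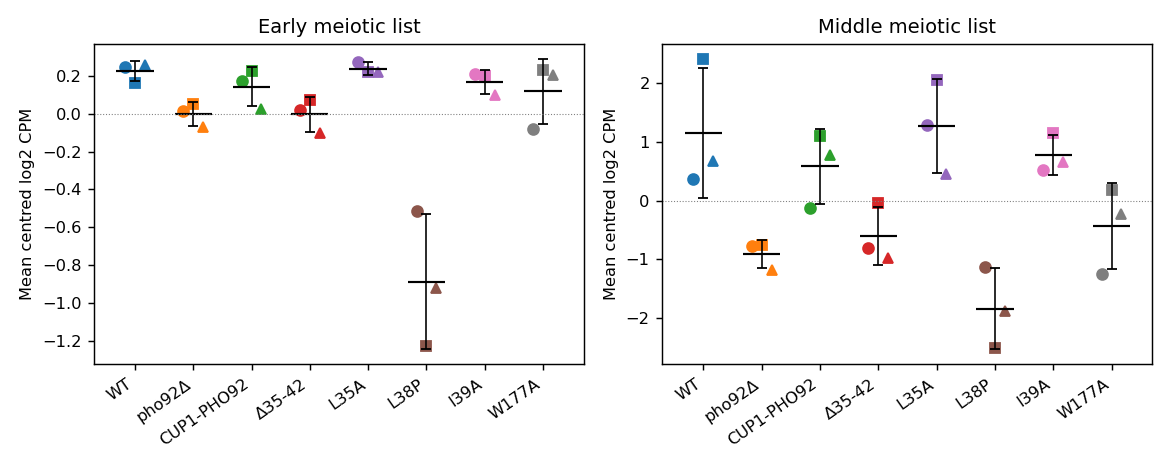
Mean log2 CPM, centred over the 24 libraries, of the early meiotic list (18 genes) and the middle meiotic list (16 genes) in each library, with the mean and SD of 3 libraries per group. The L38P libraries have the lowest scores on the early list, and the middle list spreads widely within WT and L35A.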

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

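The tests of sequencing batch, within-group axis, PHO92 level and strain in this part were chosen only after the results were seen; the tests of library size, GC content and length, repeated sequence and other splits were not. The effects of the 4 substitutions relative to CUP1-PHO92 were compared with that of Δ35–42 by testing each substitution directly against Δ35–42, and these 4 direct tests are what singled out the results here. L38P differed from Δ35–42 in 2069 genes, I39A in 98, W177A in 14 and L35A in 3. The derepressed set was lower in I39A (shift -0.29, lower in 3 of 3 libraries than any Δ35–42 library) and in L35A (shift -0.22, also in 3 of 3). In each of the 4 comparisons, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs gave as many genes, the labelled split itself. The other 6 of the 10 splits place a same-numbered pair on one side and were not run; 4 splits cannot give a share under 0.05, so this does not decide.

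For L38P against Δ35–42, the batch was tested by leaving out the batch B library of L38P, which left 1123 genes, more than 50% of 2069. Thinning all libraries to the smallest total of 16108079 counts left 2060. GC content and gene length explained 7.73% of the variance of the log2 fold changes over genes. Of the called genes, 3.62% had at least 10% repeated sequence, against 2.68% of the tested genes. With the within-group axis as covariate, 1634 genes passed. PHO92 differed by 0.324 on the log2 scale, which was not past the threshold. Of these tests, the 3 that gave a gene count (batch, thinning and axis) left it above 50% of 2069. The fit without the batch B library had the lowest count of the 6 that leave out a library, and the covariate kept only 1266 of the 2069 calls, so batch and axis may account for part of the difference. A PHO92 difference that misses the threshold is not shown to be absent. PHO92 had 11618 ± 853 CPM in L38P and 11685 ± 1052 CPM in I39A (SD, n = 3). It was higher than in Δ35–42 by 0.324 and 0.332, with 2069 and 98 genes called. Relative to CUP1-PHO92 it differed by -0.127 and -0.119, with 2507 and 3 genes called. A similar PHO92 level thus went with far fewer changed genes in I39A. This argues against the transcript level as the main source of the 2069 genes in L38P. The header lists 1 strain number per group, so the difference cannot be told apart from a variant of the L38P strain. One hypothesis is that L38P may alter more than the function removed with residues 35 to 42; independent transformants of the same construct would be needed to test it.

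For I39A against Δ35–42, the shift of the derepressed set was -0.311 after thinning and -0.185 with the within-group axis as covariate. Both remained past the threshold. PHO92 was higher by 0.332 on the log2 scale, not past the threshold. The gene count was 101 after thinning. It was 74 with the axis, of which 43 were shared with the 98. The pattern may reflect a partial activity of the I39A protein that Δ35–42 lacks. Part of the shift lies along the axis, and with 1 strain number per group the rest cannot be told apart from a difference between strains.

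For L35A against Δ35–42, the shift of the set went from -0.215 to -0.0784 with the covariate and remained past the threshold. It was -0.216 after thinning. PHO92 was higher by 0.206 on the log2 scale, not past the threshold, and the header lists 1 strain number per group. The gene count was 5 with the axis and 3 after thinning. It was 386 with the replicate block, 366 with DESeq2 and up to 379 when 1 library was left out, so the small count depends on the model. With the block it exceeded the 264 of I39A. The changes of pho92Δ against WT also follow the axis, at r = -0.704, and the shift of CUP1-PHO92 against pho92Δ went from -0.620 to -0.484 with the covariate. The covariate can therefore remove effects of Pho92 as well, and the fall of the shift in L35A does not set position along the axis apart from retained activity. The same holds for the smaller fall in I39A.

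For W177A against Δ35–42, 55 genes passed with the axis as covariate, 14 after thinning, and 97 without the batch B library of W177A. None of these corrections removed the difference, and leaving out the batch B library increased the count, so the variation that library adds may hide further differences. The residue lies outside the segment 35 to 42. The difference between W177A and Δ35–42 in 14 genes was small beside the 1587 in which W177A differed from CUP1-PHO92, and the 1 strain number per group again leaves a strain difference open.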

How the results depend on the processing

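The within-group axis covariate, and the block, RLE and no-filter fits with the set of 466 genes kept, were chosen after seeing the data. The planned block, RLE and no-filter fits chose the set again, with 625, 471 and 552 genes. RLE scaling and no filter each left all 17 gene counts within 1.5 times the main count. In these paragraphs the cause of a change was not tested unless stated.

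With the replicate block, 7 counts moved: 617 in CUP1-PHO92 against WT, 6 in I39A against CUP1-PHO92, 39 in Δ35–42 and 158 in W177A against pho92Δ, and 386 in L35A, 264 in I39A and 25 in W177A against Δ35–42. With DESeq2, 7 moved, in the same order to 594, 32, 89, 198, 366, 226 and 56. The fit of 6 libraries, with 4 residual degrees of freedom in place of 16, moved 9: 424 in pho92Δ against WT, 11 in CUP1-PHO92 against WT, 853 in L35A against CUP1-PHO92, 2 in Δ35–42 and 4 in W177A against pho92Δ, and 1289 in L38P, 1 in W177A, 0 in L35A and 0 in I39A against Δ35–42. At an unadjusted p under 0.05 the last 2 had 880 and 935 genes.

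A minimum absolute log2 fold change of 1 moved 16 counts, which shows how many changes were small. They were 192 in pho92Δ and 17 in CUP1-PHO92 against WT, and 223 in CUP1-PHO92 against pho92Δ. Against CUP1-PHO92 they were 56 in Δ35–42, 65 in L35A, 485 in L38P, 1 in I39A and 76 in W177A. Against pho92Δ they were 2, 285, 229, 167 and 12 in the same order. Against Δ35–42 they were 320 in L38P, 5 in I39A and 2 in W177A.

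With the within-group axis covariate, 10 counts moved: 206 in pho92Δ and 812 in CUP1-PHO92 against WT, 948 in L38P and 15 in I39A against CUP1-PHO92, 29 in Δ35–42, 56 in L35A, 407 in I39A and 124 in W177A against pho92Δ, and 5 in L35A and 55 in W177A against Δ35–42.

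Leaving out each of the 6 libraries of a comparison in turn gave these ranges of gene counts. They were 213 to 1095 for pho92Δ and 147 to 361 for CUP1-PHO92 against WT, and 1200 to 1655 for CUP1-PHO92 against pho92Δ. Against CUP1-PHO92 they were 728 to 1334 for Δ35–42, 707 to 1269 for L35A, 1753 to 2485 for L38P, 2 to 4 for I39A and 1003 to 1397 for W177A. Against pho92Δ they were 2 to 14, 296 to 1514, 1020 to 1988, 496 to 1009 and 3 to 285 in the same order. Against Δ35–42 they were 2 to 379 for L35A, 1123 to 2399 for L38P, 21 to 89 for I39A and 5 to 97 for W177A.

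The shifts of the derepressed set against CUP1-PHO92 kept their direction and stayed past the threshold in all 5 mutants under the block, RLE and no filter (set chosen again or kept), both other sets and the axis covariate. Their order changed: W177A was above L38P with the 100 genes (0.833 and 0.587) and with the covariate (0.466 and 0.361). Leaving out libraries gave 0.403 to 0.481 for Δ35–42, 0.177 to 0.284 for L35A, 0.530 to 0.608 for L38P, 0.109 to 0.188 for I39A and 0.503 to 0.582 for W177A; I39A missed the threshold in 1 of its fits. Against pho92Δ the ranges were -0.202 to -0.147 for Δ35–42, with the threshold missed in 1 fit, -0.444 to -0.354 for L35A, -0.0634 to -0.0396 for L38P, -0.482 to -0.459 for I39A and -0.134 to -0.0523 for W177A. Against Δ35–42 they were -0.270 to -0.187 for L35A, 0.10 to 0.156 for L38P, -0.320 to -0.265 for I39A and 0.0307 to 0.129 for W177A. For CUP1-PHO92 they were -0.654 to -0.576 against pho92Δ and -0.0823 to 0.0266 against WT, the latter reversed at 0.00243 without WT replicate 1, 0.0208 without WT replicate 3 and 0.0266 without CUP1-PHO92 replicate 2.

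Other set shifts changed as follows. W177A against Δ35–42 came past the threshold with the block and the set kept (0.104), with RLE (0.0940; 0.0935 with the set kept), the 100 genes with the smallest p (0.246) and the axis covariate (0.112). L38P against Δ35–42 came past it with the block and the set chosen again (0.207), though not with the set kept (0.137), and was reversed with the 100 genes (-0.000591). With the axis covariate its shift fell to 0.00723, not past the threshold. L38P against pho92Δ was reversed with the block and the set chosen again (0.0251), though not with the set kept (-0.0419), and came past the threshold with the 100 genes (-0.207) and the axis covariate (-0.122). With the 100 genes W177A against pho92Δ was reversed (0.0388), as was CUP1-PHO92 against WT (0.00812), which was also reversed with the set limited to a log2 fold change of 1 (0.0591). None of these reversed shifts was past the threshold in the main analysis.

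Plain CPM moved PHO92 in L38P to 12666 and left the other 7 groups within 1 SD. Of the 85 list tests, 1 was reversed with RLE, the writer and entry list in pho92Δ against WT (-0.00341), and 1 with the block, the early list in Δ35–42 against pho92Δ (-0.000772); the block brought 2 others past the threshold, the middle list in CUP1-PHO92 against pho92Δ (1.529) and in I39A against Δ35–42 (1.369). Of 31 results for named genes, 16 stayed past the threshold in every fit that left out a library and 15 missed it in at least 1. The axis covariate took 12 below the threshold, the fit of 6 libraries 6 and the minimum fold change 2; none was reversed. The depth of the libraries limits counts near the floor: PHO92 in pho92Δ was under it in replicates 1 and 3.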

Other observations

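In this part the tests of the axis as covariate on gene counts, of the W177A strain number and group name, of repeated sequence and the axis for ribosomal protein genes in L38P, of every explanation for these genes in W177A, of COS12 and YPS6, and of strain were chosen only after the results were seen. The ribosomal protein genes were examined because RPL30 and RPS3 were among the named genes, and the rise in L38P was seen in that first table. The genes changed in every mutant with a loss, and COS12 and YPS6, were noticed in a scan of group means.

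For each of the 17 comparisons, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs gave as many genes as the labelled one, namely itself. Because 4 splits cannot give a share under 0.05, this does not separate the groups from chance. No split of this kind follows the sequencing batches, since batch B holds 1 library in each of L38P and W177A.

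L35A differed from pho92Δ in 1199 genes. The log2 fold changes correlated across genes at r = 0.818 with the loadings of the within-group axis computed from the other 6 groups, and 56 genes passed with the axis as covariate, 39 of them shared. Much of the difference between L35A and pho92Δ may therefore lie along variation that also occurs among replicates, which does not exclude an effect of Pho92 along the same axis. This was not particular to L35A: the same correlation was 0.742 for I39A against pho92Δ, 0.815 for L35A and 0.725 for I39A against Δ35–42, 0.621 for CUP1-PHO92 against pho92Δ, -0.704 for pho92Δ against WT and -0.679 for L38P against CUP1-PHO92. A second idea was that the axis hides a positive relation of L35A to the deletion. With the covariate r across genes rose from -0.153 to 0.183, positive but short of the 0.3 set for it in advance. Spearman's rho was already positive without the covariate, at 0.0723. The set shift of L35A against CUP1-PHO92 was 0.276 with the covariate, against 0.232 without. The idea thus did not reach its level and is left open.

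The axis was set against the middle meiotic list with the list genes left out of the axis. Over the 24 libraries, within-group deviations of both scores correlated at r = 0.931 (rho 0.916). The permutation p was 1e-05 for both, the smallest that 100000 permutations can give (adjusted 3e-05 over 3 relations). Without the 2 libraries farthest from the median r was 0.902, and within batch A (22 libraries) it was 0.943; batch B holds 2 libraries, too few to recompute it. The relation with the early list was weaker, at r = 0.313 (rho 0.377, permutation p 0.0873 and 0.0746). It was 0.45 without the 2 farthest libraries and 0.198 within batch A. The axis may thus be the progress of a culture into middle meiosis, in line with the r of 0.931, and differences between strains along it could be differences in timing at collection. The data hold 1 time point, so timing was not tested separately from the strain.

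In L38P the early meiotic list was lower than in CUP1-PHO92 by a shift of -0.998, with 0 of 18 genes higher. It was -0.843 without the batch B library and -0.840 with the axis as covariate, so neither accounts for it. With 1 strain number per group the pattern cannot be told apart from a strain variant.

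The W177A libraries carry the strain number of CUP1-PHO92. If they were mislabelled CUP1-PHO92 libraries, few genes would separate them, but 1587 did, against 3 for I39A, so that swap was not borne out. Their group name in the header also holds the word delete. Libraries of pho92Δ would lack PHO92, and W177A exceeded pho92Δ by 15.17 on the log2 scale. From Δ35–42 it differed in 14 genes. TRP1 had 23.8 ± 7.85 CPM in W177A and 11.1 ± 2.07 CPM in Δ35–42 (SD, n = 3), a log2 fold change of 1.11 (adjusted p 0.0186). COS12, named by the rule, had 5.838 ± 0.7 and 17.8 ± 0.565 CPM. For these genes, the values argue against W177A libraries made from the Δ35–42 strain. Labels exchanged between the groups would leave the same difference, so a swap with a strain of similar effect is not excluded. A typing error in the number is not excluded.

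In L38P, 125 of 126 ribosomal protein genes were higher than in CUP1-PHO92, with a mean log2 shift of 1.35 (adjusted p 4.12e-05 over 17 comparisons, fry). The score of these genes was 1.47 ± 0.234 in L38P (SD, n = 3), with a lowest library of 1.2; the next group, pho92Δ, reached 0.399 in its highest library. The shift was 1.404 in the 82 genes with little repeated sequence, 1.03 with the axis as covariate, 1.28 without the batch B library and 1.33 with RLE scaling. In L35A, 125 of 126 were lower (shift -0.86, adjusted p 0.00141). The shift was -0.90 in the genes with little repeated sequence, -0.80 with the axis and -0.85 with RLE scaling. W177A was also lower (-0.61, adjusted p 0.00679, 123 of 126 genes). Its shift was -0.633 in the genes with little repeated sequence, -0.741 with the axis, -0.939 without the batch B library and -0.600 with RLE scaling. None of the tests listed for a mutant took its shift under 50% of its size. The number of lower genes says little by itself, because the genes vary together: 125 of 126 were lower in I39A (-0.37, adjusted p 0.0984) and 112 of 126 in Δ35–42 (-0.25, adjusted p 0.226), both not past the threshold. Each group has 1 strain number, so strain differences remain.

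A hypothesis for L38P is that fewer of its cells, or later, made the transition from growth to meiosis. If ribosomal protein and early meiotic genes follow a shared state of entry, their deviations within groups would be opposed. Over the 24 libraries they correlated at r = -0.58 (rho -0.623, permutation p 0.0242 and 0.0157, adjusted 0.0363 and 0.0235 over 3 relations). Without the 2 libraries farthest from the median r was -0.48, and within batch A it was -0.498, with batch B too small to recompute. This is consistent with such a state, but does not show that it explains the difference between strains, since L35A had lower ribosomal protein genes without a detected change of the early list (0.10, adjusted p 0.671).

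The batch B libraries of L38P and W177A were compared as deviations from the batch A libraries of their own groups. The deviations correlated at r = 0.545 across genes, the highest of the 9 pairs of libraries taken the same way, but the next pair reached 0.477. A rank of 1 in 9 is weak evidence, so a shared effect of batch B remains possible and is not established.

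There were 183 genes higher and 106 lower than in CUP1-PHO92 in each of pho92Δ, Δ35–42, L35A, L38P and W177A. To ask whether I39A has a partial loss, the 183 were compared between I39A and WT, which share no library with their choice. The shift was 0.0596 (adjusted p 0.262 over 12 tests; 116 of 183 genes higher), so a partial loss was not detected relative to WT. The same genes were higher than WT in pho92Δ and the other 4 mutants, by 0.29 to 0.51; these libraries chose the genes, so that is a description. The 106 lower genes were higher in I39A than in WT (0.16, adjusted p 0.0039, 87 of 106), opposite to the direction of a loss. PHO92 stood at 11685 ± 1052 CPM in I39A and at 858.65 ± 61.1 CPM in WT (SD, n = 3). A partly active protein at the higher transcript level could match or exceed WT, so neither comparison with WT can exclude a partial loss. As a description, the shifts of the 106 genes against WT were -0.276 in pho92Δ, -0.146 in Δ35–42 and -0.133 in W177A. In L35A and L38P they were -0.0881 and -0.0857, not past the threshold. These genes thus mark a loss relative to WT only weakly. Against CUP1-PHO92 the derepressed set did rise in I39A (0.15), with 0.154 under the replicate block for the same genes and 0.123 with the set chosen again. The 466-gene score was -0.169 in I39A, -0.309 in WT and -0.323 in CUP1-PHO92, so this set stood higher in I39A than in either reference, a description for WT, whose libraries chose the set. The 183-gene score was -0.167 in I39A, -0.232 in WT and -0.488 in CUP1-PHO92, whose libraries chose these genes, so the rise against that reference is a description. Both sets thus stood higher in I39A than in CUP1-PHO92, and a partial loss in I39A is left open.

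YPS6 and COS12 stood at low levels in CUP1-PHO92, L35A and W177A and at higher ones in the other groups. YPS6 had 62.17, 65.82 and 68.21 CPM in these 3 and between 99.26 (WT) and 145.7 CPM (L38P) in the others. COS12 had 6.34, 4.978 and 5.838 CPM, and between 9.434 (WT) and 17.8 CPM (Δ35–42) in the others. Reads shared between gene copies could affect YPS6, with 14.5% repeated sequence, but not COS12, which has none. With 1 strain number per group, a variant shared by some strains, for example near a chromosome end, remains a candidate explanation and was not tested.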
